A study of Homo sapiens with 6 samples. Its data were reported in "Tissue fluidification promotes a cGAS–STING cytosolic DNA response in invasive breast cancer" (2022).

How the data were processed

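H3K9me3 chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in MCF10.DCIS.com cells, a human breast line used to model ductal carcinoma in situ and its progression to invasive carcinoma. Control monolayers carried an empty vector and RAB5A monolayers carried an inducible RAB5A construct. Each condition was assayed with 2 antibodies, ab176916 (replicate 1) and ab8898 (replicate 2). The 4 resulting libraries were compared, and the 2 input libraries of the series were not analysed here.

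The authors trimmed the reads with Trimmomatic (v0.39), aligned them to the canonical chromosomes of hg38 with BWA (v0.7.17), marked duplicates with Picard (v2.22) and removed reads of mapping quality below 1 with Samtools (v1.9). The authors then called enriched domains in each library separately with EDD (v1.1.19), a caller of broad domains that weighs ChIP against input over bins. They used bins of 200 kb, a gap penalty of 25, a required fraction of informative bins of 0.98 and an exclusion list of regions that cannot be aligned. The deposited lists give the position and the score of each domain. The score is the authors' own and has no stated unit, so it was used only to describe, rank or filter domains within a list. All domain boundaries fall on multiples of 200 kb, which is the resolution of every position and length given here. The gap penalty decides whether neighbouring enriched stretches become 1 domain or several, so the number of domains and the covered length depend on it. The lists carry no read counts. The study states an average over its samples, but the depth of each library is unknown here, no counting error can be given, and a difference in depth between libraries cannot be corrected for. The lists hold called domains alone, so a change in signal inside a domain, or below the calling threshold, is not visible in them.

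From each list, the number of domains, their summed length (covered length) and their median length were computed with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1. Group means were compared by an exact two-sided permutation test over the 6 labellings of 4 libraries, of which the smallest p is 0.33, so this design cannot reach 0.05. Lists were compared in pairs by the Jaccard index, the length called in both libraries divided by the length called in either. The pairs were those sharing the antibody, those sharing the condition, and those sharing neither. Coverage called in both libraries of a condition and in neither library of the other was set beside the same amounts for the other ways of parting the 4 libraries in pairs. The overlap of a pair was tested against 10000 circular shifts of one list within each chromosome. The Spearman correlation of scores was taken over domains overlapping reciprocally by at least 50%.

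Protein-coding genes were taken from GENCODE 44 on the same build. For 6 gene sets fixed by symbol, the share of genes with the transcription start in a domain was tested for an excess against 10000 circular shifts, with Benjamini-Hochberg adjustment over 24 tests (6 sets in 4 libraries). The test for a deficit was added after the data were examined. GC content was computed over 10 kb bins and compared with 1000 circular shifts. As no direction was fixed for it, both one-sided p-values were computed and each was judged at 0.025. A panel of 19 genes named in the study was compared with the domains. Regions named in the text are the 3 longest called in all 4 libraries and the 3 longest specific to each condition, with up to 5 protein-coding genes of each in order of position. The gene names of 1 of these regions are not reported here. This rule, the tests and the main alternatives were fixed before the data were examined. The permutation steps were tested on simulated data. With the 78 domains of the control ab176916 list, the overlap test gave a p below 0.05 in 100% of 100 draws with a planted overlap and in 5% of draws placed at random. With 200 simulated genes, of which 60 were planted in domains, the gene set test did so in 100% of 50 draws, and in 0% without planting. The planted overlap was the same set moved by 1 bin, and the planted genes were not clustered, so detection was easy. Protein-coding genes start in domains less often than shifts give (7.20% against 11.4%, control ab176916). The 0% therefore does not measure the rate of false positives.

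The replicate number stands for the antibody, as the labels state, so libraries with the same number were treated as a pair in an alternative test. Over 1736 bins of 200 kb called in any library, deviations from the group means correlated between the libraries of an antibody with Pearson's r of 0.316, and of 0.368 without chromosome X. An exact sign-flip test of 2 pairs cannot give a p below 0.5. As the antibodies are the only replicates, replicate error here includes the difference between antibodies. The series holds a single input library for each condition, so the 2 libraries of a condition may share it and need not be independent.

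Alternatives were autosomes alone, domains closer than 400 kb merged, domains with a score at or above the lower quartile of their list, a minimum length of 1 Mb, other overlap criteria, random placement of domains in place of shifts, other definitions of a gene in a domain, chromosome 19 left out, 100 kb bins for GC content, the pairing by antibody, and each replicate left out. Leaving out chromosome X, and leaving out each replicate for the condition-specific coverage, were chosen after the data were examined. Sequence matches of chromosome Y were sought with minimap2 (2.31-r1302) for 75-base stretches taken every 100 bases. A match needed at least 70 aligned bases and at most 2 mismatches. Figures were drawn with Matplotlib 3.10.9.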

Results

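The data comprise lists of H3K9me3 domains, regions of the genome enriched for the histone mark of constitutive heterochromatin, in 4 ChIP-seq libraries of MCF10.DCIS.com cells. There were 2 control libraries and 2 libraries of monolayers expressing RAB5A, an endosomal GTPase whose elevated expression fluidizes jammed epithelial monolayers. In each condition, one library was made with the antibody ab176916 and the other with ab8898, so n = 2 per condition. Positions are given on hg38 to the 200 kb resolution of the calls. The lists do not give the depth of each library.

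The first comparison asked whether tissue fluidification was accompanied by a change in the extent of H3K9me3 domains. The control libraries held 78 domains (ab176916) and 76 domains (ab8898), and the RAB5A libraries held 79 and 76. The mean was 77 ± 1.41 domains in control and 77.5 ± 2.12 in RAB5A cells (SD, n = 2 each; exact two-sided permutation test, p = 1). The difference of 0.5 domains was smaller than the spread between replicates. It changed sign, to -1.5, when domains closer than 400 kb were merged. Domains covered 304.6 and 302.4 Mb in the control libraries (9.86% and 9.79% of the genome) and 302.6 and 328 Mb in the RAB5A libraries (9.80% and 10.6%), in the order ab176916 and ab8898. The mean covered length was 303.5 ± 1.56 Mb in control and 315.3 ± 17.96 Mb in RAB5A cells (SD, n = 2 each; exact two-sided permutation test, p = 0.667, where the smallest possible p is 0.33). The difference of 11.8 Mb lay within the spread of the RAB5A replicates and rested on the ab8898 library. RAB5A minus control was -2 Mb with ab176916 and 25.6 Mb with ab8898, of which chromosome X gave -2.4 and 22.8 Mb. On autosomes the mean was 198.2 ± 3.96 Mb in control and 199.8 ± 2.26 Mb in RAB5A cells (SD, n = 2 each), a difference of 1.6 Mb that had the same sign with both antibodies (0.4 Mb with ab176916 and 2.8 Mb with ab8898). The median domain length was 2.4 Mb in all 4 libraries. The mean domain length was 3.94 ± 0.052 Mb in control and 4.07 ± 0.343 Mb in RAB5A cells (SD, n = 2 each).

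**Figure D1:**
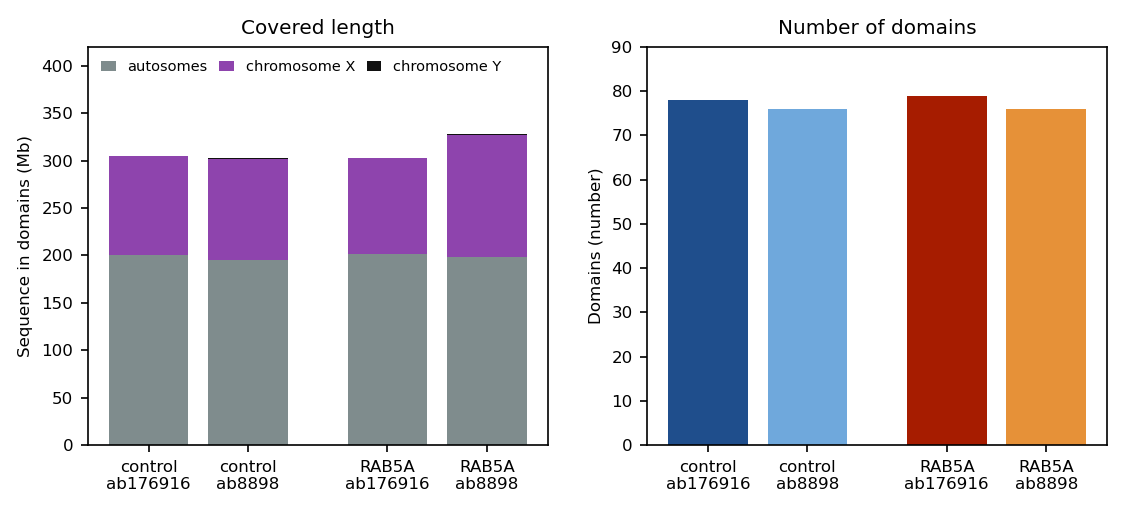
Covered length in Mb, split into autosomes and chromosomes X and Y (left), and number of domains (right), with 1 bar per library. The RAB5A ab8898 library reached 328 Mb against 302.4 to 304.6 Mb in the others, through chromosome X.

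The domains were unevenly distributed among chromosomes. They covered 64.9% to 82.5% of chromosome X and 6.80% to 7.01% of the autosomes across the 4 libraries. Chromosome X held 104.8 ± 1.70 Mb of domains in control and 115 ± 19.5 Mb in RAB5A cells (SD, n = 2 each; exact two-sided permutation test, p = 1). Among autosomes, the mean covered share over the 4 libraries was 35.4% for chromosome 19, 25.2% for chromosome 21 and 21.7% for chromosome 16. No domain was called on chromosome 4 in any of the 4 libraries.

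**Figure D2:**
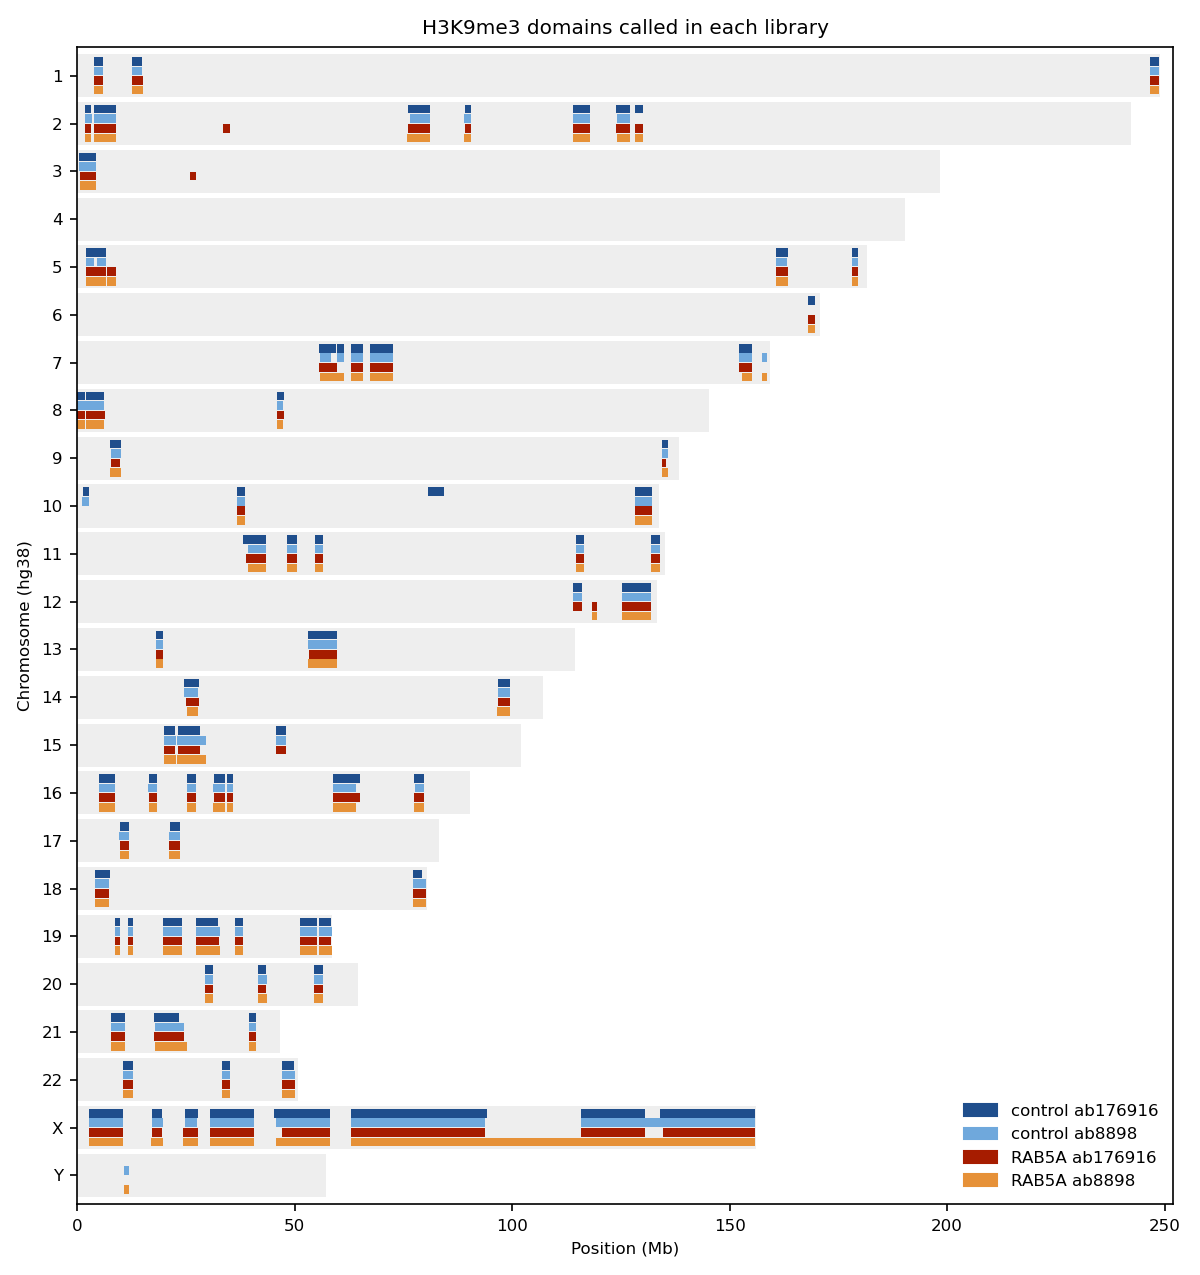
Position in Mb (horizontal) of the H3K9me3 domains on each chromosome (vertical, grey bars to scale), with 1 coloured row per library. Most domains appear in all 4 rows, and chromosome 4 has none.

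The second comparison asked whether the same regions carried domains in both conditions, with the difference between antibodies as the measure of replicate error. Between control and RAB5A libraries of the same antibody, the Jaccard index was 0.930 (ab176916) and 0.875 (ab8898), with a mean of 0.903 ± 0.0389 (SD, 2 pairs). Between antibodies within a condition it was 0.914 (control) and 0.860 (RAB5A), with a mean of 0.887 ± 0.0378 (SD, 2 pairs). The pairs sharing neither gave 0.844 and 0.898, with a mean of 0.871. The same-antibody mean exceeded the same-condition mean by 0.0157, which was smaller than the spread between pairs. That spread came largely from the RAB5A ab8898 library. The difference was 0.0165 between the pairs without that library and 0.0149 between the pairs with it, a matching chosen after the values were seen. With ab176916, 75 of 78 control domains and 75 of 79 RAB5A domains overlapped a domain of the other condition by at least 1 bp. With ab8898, this held for 73 of 76 control and 72 of 76 RAB5A domains. The overlap was 292.6 Mb with ab176916, against 92.7 ± 9.82 Mb (SD) over 10000 circular shifts, and 294.2 Mb with ab8898, against 113 ± 8.05 Mb. This was 3.16-fold and 2.60-fold above chance (one-sided permutation test, p = 0.0001 each, the smallest these draws can give). On autosomes alone the excess was 7.45-fold and 7.30-fold. The authors' scores ranked the shared domains alike in both conditions, with a Spearman correlation of 0.977 over 75 domains with ab176916 and 0.977 over 69 domains with ab8898. These correlations run across domains, which are not independent replicates, and the score rose with domain length (Spearman 0.789 to 0.869 across the 4 lists). With the score taken per 200 kb bin, the correlation between conditions was 0.943 with ab176916 and 0.967 with ab8898. Between antibodies within a condition, it was 0.967 (control) and 0.982 (RAB5A) for the score, and 0.930 and 0.928 per bin.

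Of 347.2 Mb called in any library, 278.4 Mb (80.2%) was called in all 4. The 3 longest stretches called in all 4 libraries lay on chromosome X. The first spanned X:63000001-93800000 (30.8 Mb) and held 115 protein-coding genes. The second spanned X:134600001-155800000 (21.2 Mb) and held 183 genes, starting with PLAC1, PABIR2, PABIR3, MOSPD1 and SMIM10. The third spanned X:115800001-130600000 (14.8 Mb) and held 77 genes, starting with AGTR2, SLC6A14, CT83, KLHL13 and WDR44.

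Sequence called in both control libraries and in neither RAB5A library amounted to 2.2 Mb, and sequence called in both RAB5A libraries and in neither control library to 4.0 Mb. The sum, 6.2 Mb, was smaller than the 11.6 Mb that separated the antibodies (2.8 Mb called with ab176916 alone and 8.8 Mb with ab8898 alone in both conditions). The remaining way of pairing the libraries gave 0.6 Mb. When each antibody was taken alone the amounts rose, and with ab8898 33.8 Mb was called in RAB5A and not in control cells. Of the 8.8 Mb specific to ab8898, 3.4 Mb was X:130600001-134000000, a stretch between ab176916 domains that both ab8898 lists spanned. Whole domains ordered condition and antibody the other way. Those specific to a condition covered 1.6 Mb in control and 3.2 Mb in RAB5A cells. Those specific to an antibody covered 1.2 Mb on chromosome 7 and 1 Mb on chromosome Y, both with ab8898.

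**Figure D3:**
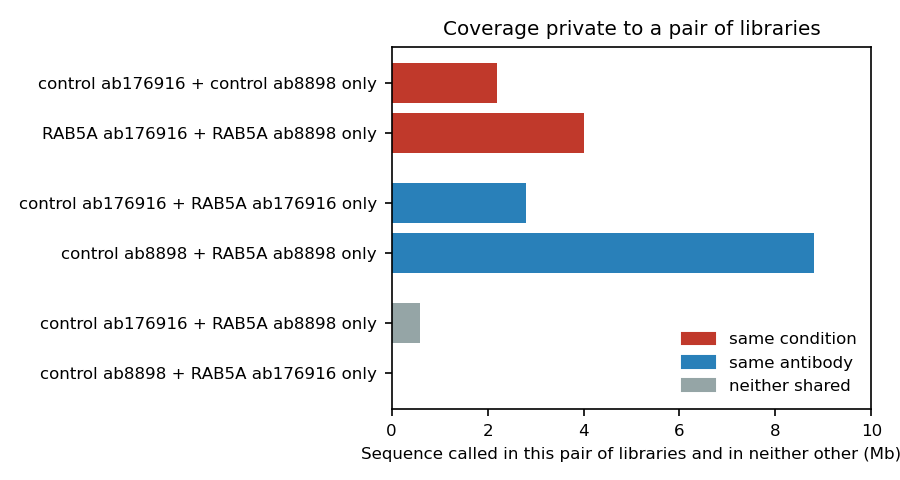
Sequence in Mb called in the named pair of libraries and in neither of the other libraries, coloured by what the pair shared. The pairs sharing a condition gave 2.2 and 4.0 Mb, and the pairs sharing an antibody gave 2.8 and 8.8 Mb.

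The control-specific sequence formed 3 segments. The longest was a whole domain at chr10:1200001-2800000 (1.6 Mb), which held ADARB2 as its protein-coding gene. The others were the edges of domains also called in RAB5A cells, at chr14:24600001-25000000 (0.4 Mb; GZMH, GZMB and STXBP6) and chr3:400001-600000 (0.2 Mb; CHL1). The RAB5A-specific sequence formed 5 segments. The longest were whole domains at chr5:6800001-8800000 (2 Mb; ADCY2, CFAP90, MTRR and FASTKD3) and chr12:118400001-119600000 (1.2 Mb; SUDS3, SRRM4, HSPB8, CCDC60 and TMEM233). The third was a domain edge at X:24400001-24800000 (0.4 Mb; PDK3, PCYT1B and POLA1). The 3 whole domains had score percentiles of 1.32 to 11.8 within their lists. No segment was tested. The segments were picked by their calls, and the exact permutation p cannot go below 0.33 with 2 libraries per condition.

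**Figure D4:**
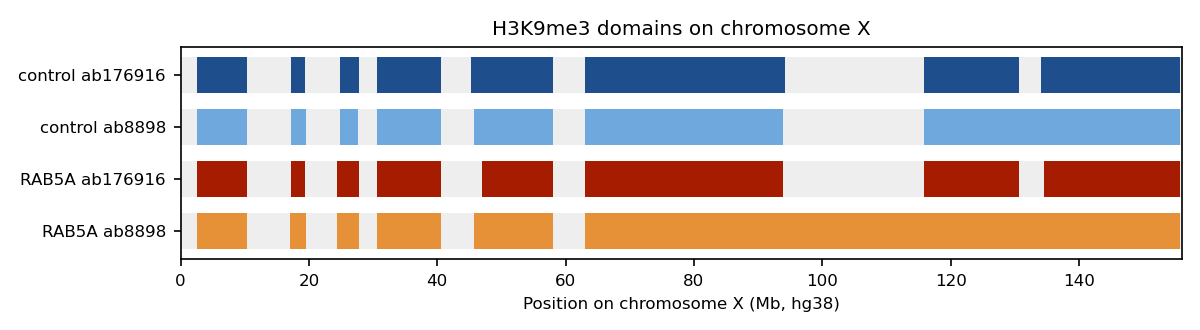
H3K9me3 domains along chromosome X (horizontal, Mb), with 1 row per library. In the RAB5A ab8898 library, a single domain of 92.8 Mb spans stretches that the other libraries called as separate domains.

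The third comparison described the genes and sequence under the domains. Zinc finger genes (symbols ZNF and a number, 515 genes) had 46.0% to 47.2% of their transcription starts in domains across the 4 libraries, against 22.2% to 22.9% expected from circular shifts. The mean excess was 2.07-fold, and it passed the threshold in 4 of 4 libraries (one-sided permutation test, Benjamini-Hochberg adjusted p from 0.0024 to 0.003). Without chromosome 19, the excess over the remaining 266 genes was 1.59-fold and did not pass it (permutation test, adjusted p = 0.202). Olfactory receptor genes (416 genes) were in domains at 27.4% to 27.6%, a 3.33-fold excess (one-sided permutation test, adjusted p = 0.0465 in 4 of 4 libraries). Without chromosome 19, the excess was 3.91-fold with an adjusted p of 0.0954. Protocadherin genes (66 genes, 3.03% to 4.55%) and keratin or keratin-associated genes (0 of 152) showed no excess. Their adjusted p ranged from 0.752 to 1 (one-sided permutation test), and 0 of these 8 tests had an unadjusted p below 0.05. The comparison set, meant for ribosomal proteins, was the 97 genes with symbols RPL or RPS and a number. It was picked by symbol alone, so not each gene need encode a ribosomal protein. These genes were in domains at 6.19% to 8.25%, against 13.8% to 15.0% by chance (one-sided permutation test for a deficit, adjusted p from 0.0178 to 0.0348). That deficit did not pass the threshold without chromosome 19 (adjusted p from 0.106 to 0.153). Of all 20033 protein-coding genes, 7.20% to 8.15% started in a domain, against 11.3% to 12.01% by chance (one-sided permutation test for a deficit, adjusted p = 0.0006 in 4 of 4 libraries). Control and RAB5A libraries gave shares whose ranges overlapped or touched for each of the 6 sets.

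**Figure D5:**
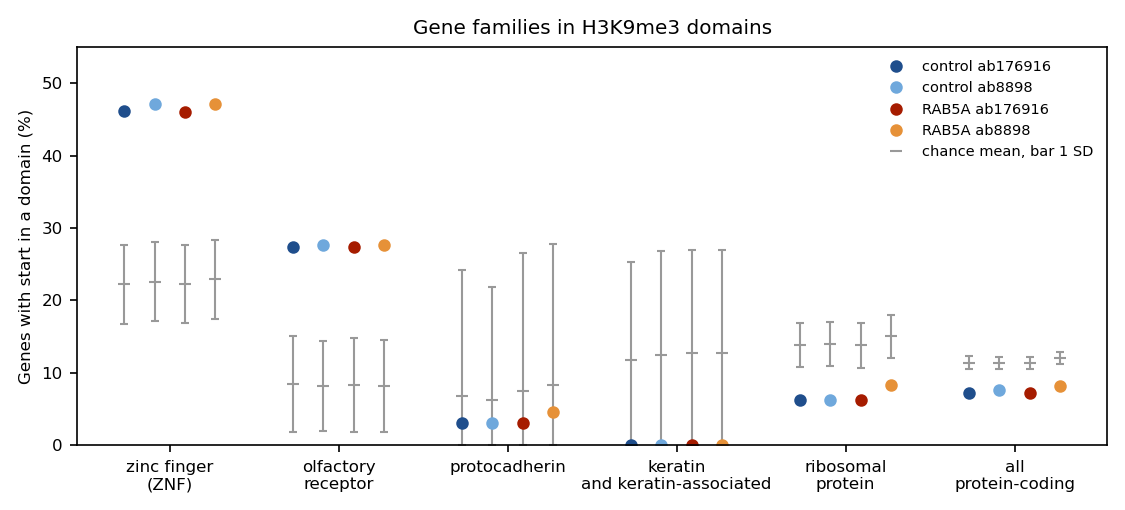
Share of genes whose transcription start lay in a domain (vertical, %) for each gene set, with 1 coloured point per library. Grey marks give the mean and 1 SD over 10000 circular shifts (bars end at 0), and the zinc finger genes stand at 46.0% to 47.2% against 22.2% to 22.9%.

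The GC content of the covered sequence was 40.6% and 40.8% in the control libraries and 40.7% in each RAB5A library, against 41.1% to 41.3% over circular shifts. The one-sided permutation p for a lower value was 0.038, 0.102, 0.044 and 0.0649 (control ab176916, control ab8898, RAB5A ab176916 and RAB5A ab8898), none of which passed 0.025. The one-sided p for a higher value was 0.899 to 0.963.

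The last comparison asked whether genes that the study followed lay in these domains. The panel held the nuclear envelope and chromatin genes LMNA, LMNB1, EZH2 and SUZ12, the interferon response genes OASL, MX2, ISG15, IFI6, IFI27, IFIT3, IFIT1, IFI44L and IFI44, and RAB5A, AXIN2, EGF, MMP13, ZEB1 and CDH2. None of these 19 genes overlapped a domain in any of the 4 libraries. Between 7.38% and 8.32% of all protein-coding genes did, so that 1.40 to 1.58 panel genes would be expected by chance. A count of 0 had a chance of 0.192 to 0.233 in random draws of 19 genes, a calculation added after the count was seen. With 200 kb on each side, 1 gene was within reach of a domain, MX2 (chr21:41361999-41409393), which lay 0.162 Mb from the nearest. RAB5A itself (chr3:19947097-19985175) lay 5.82 Mb from the nearest domain of any library.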

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

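Of the tests in this part, all were chosen after the result was seen.

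The covered length over all chromosomes moved in opposite directions with the 2 antibodies. RAB5A minus control was -2 Mb with ab176916 and 25.6 Mb with ab8898. The opposite signs came from chromosome X (-2.4 and 22.8 Mb), and on autosomes both differences were positive (0.4 and 2.8 Mb). This difference was not tested, since each antibody had 1 library per condition. Most of it came from 1 stretch, X:94200001-115800000 (21.6 Mb), which made up 94.7% of the sequence called in the RAB5A ab8898 library alone. There, a single domain of 92.8 Mb (X:63000001-155800000) replaced domains that the other libraries called apart.

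A generally more permissive call in that library, if it acted alike on all chromosomes, would lengthen autosomal coverage too. Autosomal coverage exceeded the control ab8898 library by 1.43%, against 8.47% over all chromosomes, which argues against such an even change. A more permissive call that acted mostly on weakly enriched stretches is not excluded, since the X domains ranked low by score per bin in each list. A RAB5A effect seen by both antibodies stays open. Of 33.8 Mb gained between the ab8898 libraries over all chromosomes, the RAB5A ab176916 library called 10.4 Mb, of which 6.4 Mb was also called in the control ab176916 library and 4 Mb was gained with both antibodies. Narrower forms of this test, run first on the long stretch of chromosome X, found 0 Mb of it in the RAB5A ab176916 library. They are not used as evidence, since the stretch was known to be called in one library alone when it was picked. An effect below the calling threshold would not show in the lists.

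Whether neighbouring domains were joined across a weakly enriched stretch cannot be told apart from enrichment of the stretch itself. By score per 200 kb bin, the joined domain ranked 1 of 76 from the lowest within its list, as joining across a weak stretch would give. Its 8 parts in the other lists ranked from 1 to 20, so the lowest part tied with it. That part, X:115800001-155800000 in the control ab8898 list, was itself joined across a gap that both ab176916 lists left open, and the other 7 parts ranked 9 or higher. This test had 2 earlier forms. The first rescaled scores between lists, was dropped because scores are not compared between libraries, and left the question open. The next ranked the joined domain against those 7 parts alone, which favoured joining, but the remaining part had been left out after its rank was seen. With all 8 parts, the tie is counted as undecided. A difference in depth or in input between libraries stays open because the lists give neither, and a RAB5A effect seen with ab8898 alone is untested, since no second ab8898 library of either condition was analysed here.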

How the results depend on the processing

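Of 77 values computed under alternatives for 21 results, 62 kept their direction and their side of the threshold or moved by less than the spread between replicates. Of the other 15, 2 weakened, 12 moved and 1 tested difference reversed. In all, 4 values changed sign. Besides the reversed one, these were the covered length without replicate 2 (-2 Mb, among those that moved) and the Jaccard contrast taken as the share of domains with a partner at 1 bp (-0.0065) and at 50% reciprocal overlap (-0.000394), both of which moved by less than the spread between pairs. With 2 libraries per condition, the exact permutation p cannot go below 0.33, so the p-values of the condition comparisons say nothing about their stability. Gene sets found below chance were tested here for an excess, so they could hardly change side. The 62 values also take in the difference in covered length on autosomes, 1.6 Mb against 11.8 Mb over all chromosomes. The count is therefore not a measure of robustness.

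Merging domains closer than 400 kb reversed the difference in the number of domains, from 0.5 to -1.5. The cause was not tested, and the main difference was already smaller than the spread between replicates. The covered length difference of 11.8 Mb ranged from -2 to 25.6 Mb when each replicate was left out, so its size rested on the ab8898 libraries. With the score filter it was 13.5 Mb, with 0.2 Mb for ab176916 and 26.8 Mb for ab8898, and both RAB5A libraries exceeded both controls (exact permutation test, p = 0.33, the smallest possible). On autosomes, and without chromosome X, it was 1.6 Mb. The difference in median domain length, 0 Mb with no spread between replicates, moved to 0.05 Mb on autosomes, 0.1 Mb with domains merged and -0.2 Mb with the score filter, and the cause was not tested.

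Keeping domains with a score at or above the lower quartile of their list raised control-specific coverage from 2.2 to 4.4 Mb and RAB5A-specific coverage from 4.0 to 6.4 Mb, and the cause was not tested. Leaving out a replicate gave 8.2 to 12 Mb for control and 10 to 33.8 Mb for RAB5A, since 1 library per condition then decides what is specific. This alternative, and leaving out chromosome X, were chosen after the data were seen. The number of panel genes in domains went from 0 to 1 with 200 kb added on each side, by construction.

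Without chromosome 19, the zinc finger excess fell to 1.59-fold (permutation test, adjusted p = 0.202, against 0.0006 to 0.0054 under the other alternatives) with 266 of 515 genes left. The olfactory receptor excess was 3.91-fold with an adjusted p of 0.0954 (0.0249 to 0.0483 under the other alternatives). The fold did not fall there. The adjusted p rose because fewer tests of the family passed alongside it.

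The numbers pair the libraries by antibody. With the replicate block, the differences were 0.5 domains, 11.8 Mb of covered length and 0 Mb of median length, as without it, and the exact sign-flip p was 1 for each. The block changed no call. The Jaccard contrast, 0.0157 with an SD between pairs of 0.0383, moved by less than that SD, but it exceeded the SD of its own setting in 3 of 8 settings and not in one direction. It was 0.00999 (SD 0.00691) without chromosome X, -0.0065 (SD 0.00639) for the share of domains with a partner at 1 bp and 0.0320 (SD 0.0293) for the share at 80% reciprocal overlap, so its sign was not settled. Overlap above chance kept a permutation p of 0.0001, the smallest possible, under each alternative.

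The minimum length of 1 Mb removed 0 of 309 domains and is void. The 200 kb bins gave no separate value, as the boundaries already lie on that grid. The unknown depth of each library limits every comparison of covered length, since a library with fewer reads may call fewer or shorter domains, and the autosomal value of 1.6 Mb cannot separate this from a condition effect.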

Other observations

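The test of the random position of autosomal domains, the split of the domains without a partner and the rankings by score per bin were chosen after the results were seen.

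Over the 4 lists, 14 domains had no partner in the other condition with the same antibody, and most had low scores. Their median score percentile within their own list was 8.45, against 50.7 for random draws of as many domains (one-sided permutation test with 100000 draws, p = 1e-05, the smallest these draws can give). The medians per list were 34.6 (control ab176916), 5.06 (RAB5A ab176916), 11.8 (control ab8898) and 6.58 (RAB5A ab8898). The 14 are not independent, since 6 of them were 3 sites called in one condition with both antibodies, namely the whole domains on chromosomes 5, 10 and 12 given in the report. For the other 8, the median percentile was 21.1 (2.53 to 39.7), against 50.7 by chance (one-sided permutation test, p = 0.0193). A candidate explanation for these 8 is that they fell just past the threshold in one library and just short of it in another. The 3 sites had low scores too (percentiles 1.32 to 11.8), and they recurred with both antibodies. The series holds a single input library for each condition, and the caller weighs ChIP against input. Noise in a shared input could recur with both antibodies, so the recurrence does not exclude a chance crossing. Of 5 sites called in exactly 2 libraries, 3 shared the condition, 2 shared the antibody and 0 shared neither. As many same-condition sites would arise with an exact binomial chance of 0.21 if each way of pairing were equally likely. With so few sites, chance crossing of the threshold cannot be told apart from a difference between conditions at these 3.

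A domain at Y:10800001-11800000 was called with ab8898 in both conditions and with ab176916 in neither. By score per 200 kb bin, it was the highest of 76 domains in both ab8898 lists. Its length of 1 Mb was the shortest in both, and a short domain that passes a threshold has a high score per bin. The score itself was low, at 10.2 in control (list median 14.5, lowest 8.89) and 8.87 in RAB5A cells (list median 14.4, lowest 8.34). Reads from like sequence elsewhere in the genome are a candidate source. In the reference, 32.6% of 9281 stretches of 75 bases from the domain had a close match outside chromosome Y, against a median of 8.94% in 20 other windows of the chromosome. However, 4 of those windows had a higher share, up to 87.6%, and none of them was called. The share does not tell which copy a read would be assigned to, so it does not decide for or against shared reads. Enrichment on the chromosome would need cells that carry it, which was not examined. A difference between the antibodies stays open too.

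Chromosome X was covered far more than any autosome. GC content bias does not account for it. Autosomal 200 kb bins of like GC content were covered at 6.77% (6.55% to 6.97% across the 4 libraries), against 70.6% of chromosome X bins. The X domains had low scores per bin for their list. Ranked below the middle of their list by score per bin were 8 of 8 X domains in control ab176916, 7 of 7 in control ab8898, 8 of 8 in RAB5A ab176916 and 6 of 6 in RAB5A ab8898. Copy number of the chromosome and the input were not examined, and no biological explanation was tested.

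Autosomal domains lay near chromosome ends more than random position gives. Of autosomal coverage, 39.4% fell within 10 Mb of an end (mean of 4 libraries), against 17.7% for domains placed at random within their chromosomes (one-sided permutation test, p = 0.0001 in 4 of 4 libraries, the smallest these draws can give). GC content did not account for this either. Bins away from the ends, matched on GC content to those near the ends, were covered at 4.41%, against 19.9% near the ends and 5.03% elsewhere without matching. Copies of repeats near the ends were not examined, and as the pattern is shared by both conditions, no biological explanation was tested.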
